# Analysis of Differentially Expressed Genes in Gastrocnemius Muscle between DGAT1 Transgenic Mice and Wild-Type Mice

**DOI:** 10.1155/2017/5404682

**Published:** 2017-03-13

**Authors:** Fei Ying, Hao Gu, Yuanzhu Xiong, Bo Zuo

## Abstract

Adipose tissue was the major energy deposition site of the mammals and provided the energy for the body and released the external pressure to the internal organs. In animal production, fat deposition in muscle can affect the meat quality, especially the intramuscular fat (IMF) content. Diacylglycerol acyltransferase-1 (DGAT1) was the key enzyme to control the synthesis of the triacylglycerol in adipose tissue. In order to better understand the regulation mechanism of the DGAT1 in the intramuscular fat deposition, the global gene expression profiling was performed in gastrocnemius muscle between DGAT1 transgenic mice and wild-type mice by microarray. 281 differentially expressed transcripts were identified with at least 1.5-fold change and the *p* value < 0.05. 169 transcripts were upregulated and 112 transcripts were downregulated. Ten genes (SREBF1, DUSP1, PLAGL1, FKBP5, ZBTB16, PPP1R3C, CDC14A, GLUL, PDK4, and UCP3) were selected to validate the reliability of the chip's results by the real-time PCR. The finding of RT-PCR was consistent with the gene chip. Seventeen signal pathways were analyzed using KEGG pathway database and the pathways concentrated mainly on the G-protein coupled receptor protein signaling pathway, signal transduction, oxidation-reduction reaction, olfactory receptor activity, protein binding, and zinc ion binding. This study implied a function role of DGAT1 in the synthesis of TAG, insulin resistance, and IMF deposition.

## 1. Introduction

Adipose tissue was the major energy deposited site of the mammals. Also, it provided the energy for the body, kept the temperature stable, and released the external pressure [1, 2]. Adipose tissue can be divided into subcutaneous fat, visceral fat, intermuscular fat, and intramuscular fat by the different deposition site. The intramuscular fat (IMF) was deposited in the muscle tissue [3]. It was the latest formation in adipose tissue. It affected the quality, tenderness, and color of the livestock's production [4–6]. Intramuscular fat was composed of structural fat, phospholipids, and triacylglycerol.

The triacylglycerol (TAG) was the major component of intramuscular fat and it was the important storage molecule of metabolic energy [7, 8]. TAG was one type of neutral lipid, which had a glycerol backbone and three long fatty acids. In animal, the TAG was always in the liver, small intestine, muscle, and adipose tissue. TAG was important for the cell membrane composition and lipoprotein transportation [9]. There were two pathways in the synthesis of TAG [10]. One relied on the acyl-CoA and the other not. The main pathway of TAG synthesis relied on the acyl-CoA [11, 12].

In adipose tissue, the acyl-CoA:diacylglycerol acyltransferase (DGAT) enzyme was the main catalyzer in the last and the only committed step of the major pathway of TAG synthesis [13, 14]. The DGAT enzyme had two isoforms: DGAT1 and DGAT2. DGAT1 was a member of a large family of membrane-bound O-acyltransferases (MBOAT), whereas DGAT2 was a new family [15]. Both the DGAT1 and DGAT2 were the key enzyme in the TAG synthesis, but they had the distinguished function [16, 17]. To determine the biological functions of DGAT1, Chen et al. [18, 19] created the DGAT1-deficient mice. The mice lacking DGAT1 showed significant change in lipid metabolism in several tissues. The DGAT1-deficient mice were resistant to obesity and had increased sensitivity to insulin and leptin. The effects of DGAT1 deficiency on energy and glucose metabolism resulted in part from the altered secretion of adipocyte-derived factors [20, 21]. Otherwise, Buhman et al. [22] used the DGAT1-deficient mice to analyze the triacylglycerol absorption and chylomicron synthesis. They find that DGAT1 is not essential for quantitative dietary triacylglycerol absorption, even in mice fed a high fat diet, or for the synthesis of chylomicrons. Smith et al. [23] demonstrated that DGAT1-deficient mice were viable and can still synthesize triglycerides. The finding indicated that multiple mechanisms exist for triglyceride synthesis. On the contrary, DGAT1 overexpressed in mice increased DGAT1 activity with threefold compared with the WT mice. The overexpression of DGAT1 caused the significant change in fat metabolism, including raised triglyceride synthesis, enhanced fatty acid oxidation, and preserved insulin sensitivity [24, 25].

Research over the past 20 years had predominantly focused on protein coding messenger RNA transcripts and their role in cellular processes, such as disease and development. These whole-transcript array designs provided a complete expression profile of mRNA that impact the mRNA expression profile. Li et al. [26] demonstrated that the overexpression of DGAT1 in the DGAT1 transgenic mice can increase the synthesis of TAG and IMF content, but the mechanism is not clear. In order to better understand and find the possible signal pathway of the DGAT1 regulating the intramuscular fat deposition, we use microarray technology to screen the differentially expressed genes in gastrocnemius muscle between DGAT1 transgenic mice and wild-type mice in this study.

## 2. Materials and Methods 

### 2.1. Plasmid and Transgenic Mice

The construct (MCK-DGAT1) contains, from the 5′-end to the 3′-end, a 7.0 kb porcine MCK promoter, obtained by homologous recombination from porcine bacterial artificial chromosome (GenBank accession number AC139878, Sus scrofa clone RP44-251A2), and a 1.4 kb porcine DGAT1 cDNA without 5′UTR (untranslated region) and 3′UTR, obtained by gene synthesis (GenBank accession number NM_214051.1, Invitrogen, Shanghai, China). TG mice were generated by a standard DNA microinjection [27] of C57BL/6 (Invitrogen, Shanghai, China). Founder TG mice were allowed to mate with wild-type (WT) mice and gave birth to the F1 generation of TG mice (identified by polymerase chain reaction- (PCR-) based genotyping) (see Figure  S1 in the Supplementary Material available online at https://doi.org/10.1155/2017/5404682). Three-month F1 generation male mice gastrocnemius muscles were used in this study. All mice were kept at room temperature (22°C) with a 12 h light/dark cycle. Mice were ad libitum fed a chow diet. All procedures were in accordance with institution guidelines and approved by the Institutional Animal Care and Use Committee of Hubei Province.

### 2.2. Reverse Transcriptase PCR and Real-Time PCR Analysis

The mRNA was extracted from gastrocnemius muscle samples using the RNeasy Lipid Tissue Mini kit (Qiagen, Hilden, Germany) according to manufacturer's protocols. RNA quality was examined using gel electrophoresis (Figure  S2). Total RNA were treated with RNase-free DNase I and subsequently used as a template for first-strand cDNA synthesis using a Revert Aid First Stand cDNA Synthesis Kit (Fermentas Inc., Glen Burnie, MD). Real-time PCR was performed with the SYBR qPCR Mix (Toyobo, Osaka, Japan) in a Bio-Rad CFX96 Real-Time PCR system. The primers sequences were listed in Table 1. The extension time was 30 s. Data were analyzed by the comparative critical threshold method [28], normalized by the amount of *β*-actin mRNA, and expressed relative to the corresponding value in WT mice.

### 2.3. Microarray Experiments

The mRNA was processed for hybridization to Affymetrix mouse gene 2.0 ST arrays (Affymetrix, Santa Clara, CA). These arrays provided whole-transcript coverage, with each of 26,515 genes represented on the array by approximately 27 probes spread across the full length of the gene. A transcript was called detectable if it had more than 7 detected probes. A total of six arrays were used (3 DGAT1 transgenic mice and 3 WT mice), and each array corresponded to labeled RNA from one individual gastrocnemius muscle. The data had submitted to the GEO and the accession number is GSE89192.

### 2.4. Data Analysis

The expression values for each gene were acquired using the GeneChip Operating System (GCOS 1.4, Affymetrix). The expression data from six mice were loaded into Gene-Spring GX 10.0 software (Agilent Technologies) for data normalization and filtering, which were differentially expressed between transgenic animals and control animals. Significance (*p* < 0.05) was calculated using an analysis of variance (ANOVA). Differentially expressed transcripts were identified by cutoff of fold change (FC) ≥ 1.5 and *p* value < 0.05 using unpaired* t*-test.

### 2.5. Bioinformatics Analysis

The gene functions were determined primarily using the NCBI Entrez Gene database. Hierarchical cluster (Ver.2.11) was performed for differentially expressed genes [29]. In order to identify molecular interactions among the genes, Gene Ontology (GO) and pathway-based analysis was carried out on differentially expressed genes to explore if there were significant enrichments of functional categories. Gene Ontology contains three different categories: biological process, cellular components, and molecular function, which were selected to investigate the molecular function of differentially expressed genes. Molecular function of differentially expressed genes was classified according to MAS (molecule annotation system) 3.0 platform (http://bioinfo.capitalbio.com/mas3/). Kyoto Encyclopedia of Genes and Genomes (KEGG) database were used for pathway analysis of differentially expressed genes.

### 2.6. Statistical Analyses

The data were analyzed by least-square analysis of variance procedures using SPSS16.0.0 with fixed effects of genotype and their interaction. We used unpaired 2-tailed Student's* t*-test to evaluate statistical significance. *p* < 0.05 was considered as statistical significant.

## 3. Results and Discussion 

### 3.1. Assessment of the Microarray Quality

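Gastrocnemius RNA of 3 DGAT1 transgenic mice and 3 WT mice, all male and 3 months old, was hybridized to Affymetrix Mouse Gene 2.0 ST arrays, with 1 array per mouse. The deposited values are log2 expression values normalized between arrays by the authors, with RMA named in the submitters' notes. They cover 41345 probe sets, of which 23521 carry 1 gene symbol, 1814 carry several and 16010 carry none. The paper describes the transgenic mice as carrying porcine DGAT1 under the MCK promoter, a promoter active in muscle, whereas the sample labels describe a DGAT1 knockout. Mouse Dgat1 had a value of 7.82 ± 0.23 (SD, n = 3) in transgenic mice and 7.67 ± 0.36 (SD, n = 3) in WT mice. Its log2 fold change was 0.15 (standard error 0.23, adjusted p = 1 from limma), and it turned to -0.05 without WT replicate 2. The Y-linked gene Kdm5d had values of 6.77 to 7.46 in the 6 mice, and Xist, which female tissue expresses, of 4.64 to 5.05. The fold change of Dgat1 was 1.11 (95% confidence interval 0.765 to 1.62), so its mRNA was not lost in the transgenic mice, as it would be where a knockout removes the transcript. Mouse probes need not detect a porcine cDNA, so the level of the transgene is not measured. Transgenic mice were compared with WT mice by limma's moderated test, with p-values adjusted over all probe sets. Because the paper's methods use an unadjusted p under 0.05 with a fold change of at least 1.5, calls at that threshold from limma's test are also given, and are referred to as past the study threshold. The methods' t-test on the same values was an alternative.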

We used the PARTEK to analyze the value of the chip signal after homogenization. The picture showed that the signal value distribution of each chip was consistent (Figure  S3). 

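Median log2 values lay between 5.71 in WT replicate 1 and 5.88 in WT replicate 2, with standard deviations over probe sets of 1.82 to 1.96. The transgenic arrays had medians of 5.77 to 5.85. Across probe sets, which are not independent replicates, Pearson correlations were 0.965 to 0.974 between transgenic arrays and 0.942 to 0.966 between WT arrays. Pairs of a transgenic and a WT array had correlations of 0.946 to 0.974.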

The linear combination of three variables with the highest proportion in the total probe cluster demonstrated that there were significant differences between the transgenic mice (*n* = 3) and the wild-type mice (*n* = 3) (Figure  S4). 

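The 5 named genes with the largest weights on the first component were the protease inhibitor genes Serpina1d and Serpina1c, the albumin gene Alb, the fibrinogen chain gene Fgg and the iron hormone gene Hamp. Further down, Ces3a, Ugt2b5 and Fabp1 had weights of the same sign and Astx5 of the opposite sign. Alb ranged from a log2 value of 5.54 in transgenic replicate 2 to 11.7 in transgenic replicate 3, and from 6.04 to 11.5 among WT mice. The first 3 components of all probe sets, centred by gene, held 41.7%, 19.0% and 14.3% of the variance. With unit variance per probe set they held 37.7%, 18.5% and 16.3%, the shares printed in Fig. S4. Transgenic and WT arrays overlapped on components 1 and 2 and lay apart on component 3 when centred, and overlapped on components 1 and 3 and lay apart on component 2 with unit variance. The distance between the group means on the 3 components was reached or exceeded by 5 of the 10 splits of the 6 arrays into 3 and 3, the real one included (exact permutation test, two-sided, p = 0.5, with 0.1 the smallest p that 3 mice against 3 allow). With unit variance it was reached by 3 of the 10 (exact permutation test, p = 0.3).

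**Figure D1:**
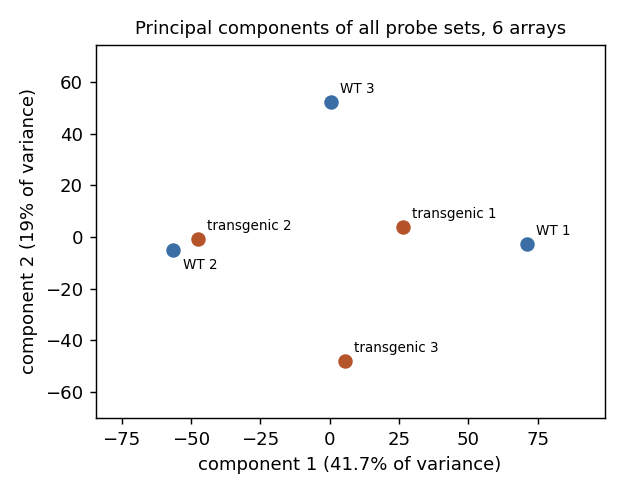
Scores of the 6 arrays on component 1 (x axis, 41.7% of the variance) and component 2 (y axis, 19.0%) of all probe sets. Each point is 1 mouse, orange for transgenic and blue for WT. Transgenic replicate 2 and WT replicate 2 lie closest together, and the groups overlap on both axes.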

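Over all 41345 probe sets, transgenic replicate 2 and WT replicate 2 formed one cluster and the other 4 arrays the other, by average linkage on Euclidean distance. With the probe sets past the study threshold alone, the 3 transgenic arrays and the 3 WT arrays formed separate clusters. Probe sets chosen for a difference between groups give such a tree by their choice: each of the 9 other splits of the arrays into 3 and 3 also clustered by its own calls.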

According to the hierarchical clustering (Figure  S5), we found that three transgenic mice were clustered in one group and three WT mice were in another group.

### 3.2. The Screening of Differentially Expressed Genes

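Most of the probe sets past the study threshold carry no gene name. Of the 41345 probe sets, 618 were past the study threshold by limma's test, 135 of them with 1 gene symbol, 12 with several and 471 with none. The first 4916 probe sets of the array, none of which has a gene symbol, held 301 of these calls. By the methods' t-test 281 probe sets were past the threshold, and all 281 were among the 618. No probe set had an adjusted p under 0.05 by either test, with a smallest adjusted p of 1 from limma and 0.584 from the methods' t-test. At an unadjusted p under 0.05 without a fold minimum there were 1197 probe sets by limma and 1364 by the methods' t-test, where 2067 are expected by chance. The count at the study threshold was 1106 without WT replicate 1, 1335 without WT replicate 2, 2610 with arrayWeights and 146 without the probe sets below the median level. With 3 mice per group, a simulated 2-fold change passed the study threshold in 95.5% of 200 probe sets and the adjusted threshold in 0%, beside 931 false calls at the study threshold.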

In the gene microarray chip results, 281 differentially expressed transcripts were identified with at least 1.5-fold change and the *p* value < 0.05. 

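Of the 618 probe sets past the study threshold, 355 were higher and 263 lower in transgenic mice. Among those with 1 gene symbol, the largest rise was that of an immunoglobulin kappa variable segment, at 3.23-fold, from 2.73 ± 0.29 (SD, n = 3) in WT to 4.42 ± 0.88 (SD, n = 3) in transgenic mice. Ifi202b, an interferon-inducible gene, was 2.43-fold higher, with low values of 3.62 to 3.74 in WT mice. It is also in a planned list of genes that differ between mouse strains, of which no other measured member was past the threshold. Whether strain background plays a part was not tested. The macrophage lectin gene Cd209d was 1.96-fold higher, Ms4a4c 1.81-fold and the eosinophil chemokine receptor gene Ccr3 1.75-fold. The cytoskeletal genes Tuba1b, Actg1 and Vim, the collagen gene Col1a2 and the membrane protein gene Emp1 were 1.75- to 2.63-fold higher on probe sets with their lowest value in WT replicate 3, and none of these 5 passed the methods' t-test. A second probe set of Emp1 (1.75-fold, lowest in WT replicate 2) and another of Actg1 (2.29-fold, lowest in WT replicate 3) were also past the threshold by limma, and the other probe sets of Vim (1.19-fold), Col1a2 (0.995-fold) and Actg1 (4 probe sets, 0.969- to 1.36-fold) were not. The largest falls were those of Odf3l2, at 0.416 of the WT level, and of Pdk4 and Ucp3. Inmt, a methyltransferase gene, was at 0.508 of the WT level and Ankrd2, a stress-responsive muscle gene, at 0.537. The Y-linked Uba1y was at 0.538. Tpbpb, Tcstv1 and Tfcp2l1, at 0.504 to 0.544 of the WT level, completed the 10 largest falls, with Cdc14a. Of these falls, those of Ankrd2, Tpbpb, Tcstv1 and Tfcp2l1 did not pass the methods' t-test. Tpbpb and Tcstv1 were dim, with log2 values of 2.17 to 4.29 and of 2.02 to 4.25.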

In the 281 transcripts, 169 transcripts were upregulated and 112 were downregulated. 

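Of the 71 transcripts of Table S1, 68 were matched to a probe set, 47 by RefSeq accession and 21 by gene symbol or synonym. All 68 had the direction of the table, with a fold change within 0.01 and a p of the methods' t-test within 0.001 of the listed ones. For genes with several probe sets, the one with the fold change nearest to the listed one had been taken. That choice favors this agreement for them. All 68 were past the study threshold, 40 of them higher and 28 lower in transgenic mice, with an adjusted p of 1 from limma over all probe sets. Adjusted over the list alone all 68 had a p under 0.05, but the list was chosen on these arrays and is not independent evidence. Tacc2, which encodes a coiled-coil protein of the centrosome, was at 0.599 of the WT level, with log2 values of 9.02 ± 0.07 (SD, n = 3) in transgenic and 9.76 ± 0.10 (SD, n = 3) in WT mice. Plin4, which encodes a lipid droplet protein, was at 0.636 of the WT level. S100a10 was 1.61-fold and the arginine transporter gene Slc7a2 0.573-fold. Of the genes, 11 have several probe sets, and for 1 of these another probe set was past the study threshold.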

By checking the RefSeq in the database, we find that 71 transcripts have the annotation (43 were upregulated and 28 were downregulated) (Table  S1).

### 3.3. Validation of Gene Expression Data by Real-Time PCR

To validate the results of the gene chips, RT-PCR was carried out for three upregulated genes (SREBF1, DUSP1, and PLAGL1) and seven downregulated genes (FKBP5, ZBTB16, PPP1R3C, CDC14A, GLUL1, PDK4, and UCP3). As shown in Figure 1, the relative fold differences in the gene expression as determined by the RT-PCR were similar to the results of the microarray analysis. 

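On the arrays, all 10 genes were past the study threshold, 3 higher and 7 lower in transgenic mice, and in each gene every transgenic mouse lay on one side of every WT mouse (exact permutation test, two-sided, p = 0.1 for each gene, the smallest p that 3 mice against 3 allow). The genes were chosen by the study for their difference on these arrays, so this separation is not independent evidence. Cdc14a, which encodes a cell cycle phosphatase, fell to 0.517 of the WT level, from 9.68 ± 0.26 (SD, n = 3) to 8.73 ± 0.27 (SD, n = 3). Fkbp5, which encodes a chaperone of the glucocorticoid receptor, was at 0.614 of the WT level, from 7.49 ± 0.20 (SD, n = 3) to 6.79 ± 0.23 (SD, n = 3). Plagl1, an imprinted zinc finger gene, was 1.60-fold higher on a dim probe set, at 3.11 ± 0.28 (SD, n = 3) against 2.43 ± 0.13 (SD, n = 3). Its brighter probe set was 1.08-fold higher and not past the threshold. The adjusted p over all probe sets was 1 for each of the 10 genes. Without transgenic replicate 1, Fkbp5, Glul and Zbtb16 were no longer past the study threshold, and neither were Plagl1 without transgenic replicate 2, Zbtb16 without WT replicate 1 and Srebf1 without WT replicate 2.

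**Figure D2:**
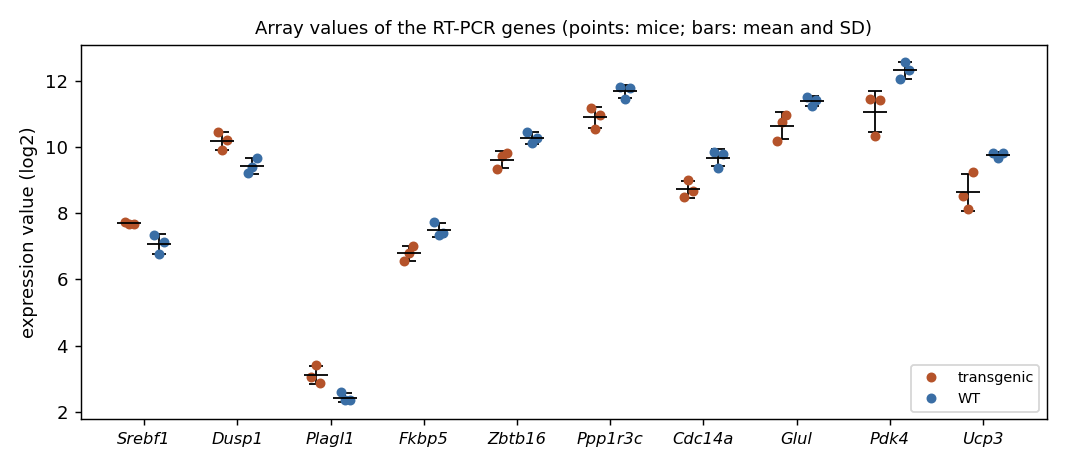
Log2 expression values (y axis) of the 10 genes (x axis) in 3 transgenic mice (orange) and 3 WT mice (blue). Each point is 1 mouse, and bars give the mean and SD. Srebf1, Dusp1 and Plagl1 lie higher and the other 7 genes lower in transgenic mice.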

Meanwhile, the *p* value is less than 0.05 and *r*^2^ is more than 0.5.

### 3.4. The Signal Pathway Analysis

To categorize the differentially expressed genes, we used the Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis. It showed that the genes were in lots of signal pathways (Table 2), such as the insulin signaling pathway, the PPAR signaling pathway, and the biosynthesis of unsaturated fatty acids pathway. 

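Srebf1, Ppp1r3c and Pdk4, which the paper places in the insulin pathway, were past the study threshold and are not in the list of insulin signaling genes used here. None of the 22 measured genes of that list, fixed before the data were examined and after Table S1 was read, was past the threshold, with a median log2 fold change of -0.05 (adjusted p = 0.227 from camera). Without transgenic replicate 3 that median was -0.11 (adjusted p = 0.0083 from camera), and over all 6 arrays the list had an adjusted p of 0.898 with an estimated correlation. Of 19 PPAR targets, Pdk4 and Ucp3 were past the threshold, both lower, and the median was -0.09 (adjusted p = 0.129 from camera, adjusted p = 0.898 with an estimated correlation). This list was called without transgenic replicate 3 (-0.22, adjusted p = 0.00069) and without WT replicate 3 (-0.12, adjusted p = 0.00635). Sqle, which encodes squalene epoxidase of sterol synthesis, was 1.60-fold higher, from 5.40 ± 0.20 (SD, n = 3) to 6.08 ± 0.23 (SD, n = 3). It was the 1 member past the study threshold among 19 genes of cholesterol synthesis, of which 13 had higher means in transgenic mice, such as Msmo1 (log2 fold change 0.40) and Insig1 (0.41). That list had a median log2 fold change of 0.13 (adjusted p = 0.000182 from camera with a preset correlation of 0.01, adjusted p = 0.758 with an estimated correlation). Without WT replicate 2 this list was not called (adjusted p = 0.0711 from camera). Sqle fell short of the fold minimum without transgenic replicate 1 (1.46-fold) and, narrowly, without WT replicate 2 (1.49-fold). Of 28 lists in all, camera with the preset correlation called 10, with 6 higher and 4 lower in transgenic mice. None was called with an estimated correlation, where the lowest adjusted p was 0.677, or by fry, where it was 0.804.

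**Figure D3:**
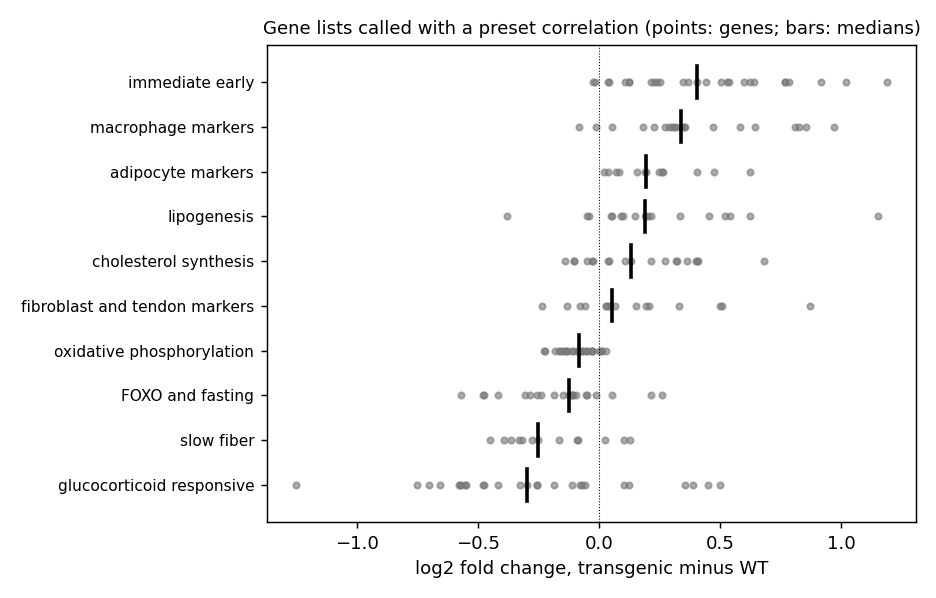
Log2 fold changes, transgenic minus WT (x axis), of the genes of the 10 lists called with the preset correlation (y axis). Each point is 1 gene, and bars are list medians, from -0.30 for glucocorticoid responsive genes to 0.40 for immediate early genes.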

Otherwise, we find that several important genes simultaneously participated in some biological process and signal pathways by analyzing the network of the signal pathway and genes (Figure 2). 

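Glul, which encodes glutamine synthetase, was lower in transgenic mice on its brighter probe set, at 10.6 ± 0.41 (SD, n = 3) against 11.4 ± 0.14 (SD, n = 3). This is 0.593 of the WT level (log2 fold change -0.75, standard error 0.23), past the study threshold. The transgenic mice ranged from 10.2 to 11.0, and without transgenic replicate 1 the log2 fold change was -0.53 and no longer past it. A second probe set of Glul had means of 9.05 in transgenic and 9.01 in WT mice, with 7.40 in WT replicate 3 and 9.78 and 9.85 in the other WT mice.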

As shown in Figure 2, the Glul regulated the glutamate metabolism, the nitrogen metabolism, and peptidoglycan biosynthesis.

### 3.5. The Gene Ontology (G0) Classification

The GO analysis assigned different genes to the different kind of categories. By importing the data into the MAS 3.0 database, all the genes were analyzed together without distinguishing upregulated and downregulated genes. In the results (Figure 3), 78 genes (47.56%) were classified into biological process, 63 genes (38.41%) were in molecular function, and 23 genes (14.02%) were in cellular component.

### 3.6. Interaction Analysis of Differentially Expressed Genes Encoding Proteins

We used four databases (MINT, HPRD, InAct, and DIP) supported by the MAS 3.0 to analyze the interaction between the proteins which were the differentially expressed genes translated (Figure 4). The Fkbp5 protein interacted with 2 subtypes of the Nr3c1 protein.

### 3.7. Detection of the Global Gene Expression in the Gastrocnemius of the DGAT1 Transgenic Mice and WT Mice by Microarray

In our study, the gene expression differences were processed by the Affymetrix mouse gene 2.0 st. Microarray data revealed that many genes were more than 1.5-fold change and *p* < 0.05 (43 were upregulated and 28 were downregulated). Ten genes (SREBF1, DUSP1, PLAGL1, FKBP5, ZBTB16, PPP1R3C, CDC14A, GLUL, PDK4, and UCP3) were selected for validation by RT-PCR. All of them show the significant differential expression level. Furthermore, the trends were same between the results of two methods, showing the reliability of the microarray analysis. It is reasonable to expect that these genes were associated with the DGAT function.

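Olfactory and vomeronasal receptor genes, which encode G-protein coupled receptors of the nose, made up 28 of the 135 calls with 1 gene symbol, 21 of them higher and 7 lower in transgenic mice. Olfr1006 was at 0.509 of the WT level, at 3.65 ± 0.35 (SD, n = 3) against 4.63 ± 0.12 (SD, n = 3). Olfr1445 was 1.80-fold, Olfr350 1.76-fold, Olfr746 1.70-fold and Olfr311 1.68-fold higher. Of the 1405 receptor probe sets 1.99% were past the study threshold, compared with 0.484% of the 22116 other probe sets with 1 gene symbol (odds ratio 4.18, 95% confidence interval 2.65 to 6.42, Fisher's exact test, two-sided, p = 6.02e-09, genes not being independent replicates). By the methods' t-test 12 were called (odds ratio 3.73). Leaving out 1 array gave odds ratios from 2.2 (without transgenic replicate 2) to 5.46 (without transgenic replicate 1). The receptor probe sets were dim, with a median log2 value of 4.49 against 6.21 for the others, and among the 137 of them not below the median level of the array 0 were past the threshold, too few to tell a change (95% confidence interval of the odds ratio 0 to 6.52). In 10000 draws of other probe sets matched on mean level, the median count was 15 and the 95th percentile 21, and the 28 calls lie above both. The rate of calls among receptor probe sets was 4.12 times that of the others, and 2.91 to 9.25 times (median 5.36) in the 9 other splits of the arrays into 3 and 3.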

The GO analysis demonstrated that three major kinds of categories are connected with the differentially expressed genes, including G-protein coupled receptor protein signal pathway, receptor activity, and integral membrane. Meanwhile, the KEGG pathway showed that some of genes were involved in the insulin signal pathway (SREBF1, PDK4, and PPP1R3C), the MAPK signaling pathway (DUSP1), and the biosynthesis of unsaturated fatty acids pathway (SCD2, UCP3).

### 3.8. The Differentially Expressed Genes Associated with the Glucose Metabolism

Pyruvate dehydrogenase complex (PDC) was a key enzyme in the process of tricarboxylic acid cycle, which can promote the decarboxylation of the acetyl CoA [30]. However, it was inhibited by pyruvate dehydrogenase kinase (PDK). PDK4 was a subtype of the PDK family. PDK4 can regulate the synthesis of glycine and the production of glycolysis [31]. Wang et al. discovered that knocking out the PDK4 could decrease the level of blood sugar and improve the tolerability of the glucose. In our study, the PDK4 in the DGAT1-overexpression mice was decreased by 2.4-fold. This indicated that the overexpression of DGAT1 could relieve the inhibition of PDC by downregulating the PDK4 and then promote the process of TAG synthesis. 

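Pdk4 had log2 values of 11.1 ± 0.63 (SD, n = 3) in transgenic and 12.3 ± 0.26 (SD, n = 3) in WT mice. Its level was 0.420 of that in WT mice (log2 fold change -1.25, standard error 0.33, adjusted p = 1 from limma), past the study threshold. Transgenic replicate 2 had the lowest value, 10.3. The other pyruvate dehydrogenase kinase genes were not past the threshold: Pdk1 had a log2 fold change of -0.11, Pdk2 of 0.06 and Pdk3 of 0.15. Pdk4 was the 1 member past it among 23 genes of glycolysis and the pyruvate dehydrogenase complex, which had a median log2 fold change of -0.03 (adjusted p = 0.31 from camera). Values of Pdha1 (-0.07), Pdhb (0.04) and Dlat (-0.10), which encode subunits of the complex, differed by less than the spread between mice.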

At last, the glucose utilization was increased and insulin resistance was avoided.

PP1 family was a phosphoric acid protease family. It can regulate glycogen synthetase (GS) and glycogen phosphorylase (GP) activity and control the synthesis and decomposition of the glycogen [32]. As a member of the PP1 family, PPP1R3C was expressed mainly in the muscle and liver. PPP1R3C participated in glucose metabolism and glycogen synthesis. The high glucose stimulated its expression [33]. In our experiment, the PPP1R3C was 1.7-fold downregulated. 

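Ppp1r3c, which encodes a subunit that targets protein phosphatase 1 to glycogen, had log2 values of 10.9 ± 0.32 (SD, n = 3) in transgenic and 11.7 ± 0.20 (SD, n = 3) in WT mice. This is 0.580 of the WT level (log2 fold change -0.79, standard error 0.21, adjusted p = 1 from limma), past the study threshold. The other targeting subunits were not past it, with log2 fold changes of 0.06 for Ppp1r3a, -0.14 for Ppp1r3b and -0.09 for Ppp1r3d. Glycogen synthase Gys1 had -0.04 and glycogen phosphorylase Pygm 0.03. Of 17 genes of glycogen metabolism Ppp1r3c was the 1 past the study threshold, and the list's median was -0.07 (adjusted p = 0.152 from camera). Without WT replicate 2 it was -0.16 (adjusted p = 0.0273 from camera), and over all 6 arrays the adjusted p with an estimated correlation was 0.898.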

So we inferred that DGAT1 regulated the insulin sensitivity and the metabolism of glucose by the PPP1R3C.

### 3.9. The Differentially Expressed Genes Associated with the Lipogenesis

Sterol regulatory element binding protein (SREBF1) is a membrane binding protein. It can be in the role of proteases shuttle in the nucleus and induce the lipogenesis gene expression [34]. SREBF1 can regulate the synthesis of the fatty acid and sterols. Also, it was the key factor of the TAG metabolism and can regulate the lipid metabolism by the insulin signaling pathway [35]. The upexpression of SREBF1 in goat mammary epithelial cells can increase DGAT1 and LPIN1, promoting the synthesis of fatty acids and the deposition of TAG [36]. In the microarray data, the mRNA level of the SREBF1 increased more than 1.5-fold in transgenic mice, revealing that the overexpression of DGAT1 can induce the SREBF1. Furthermore, the DGAT1 increased the content of TAG, affected the sensibility of insulin, and adjusted the body's energy metabolism by the SREBF1. 

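Srebf1 had log2 values of 7.70 ± 0.03 (SD, n = 3) in transgenic and 7.08 ± 0.29 (SD, n = 3) in WT mice, a 1.54-fold difference (log2 fold change 0.62, standard error 0.18, adjusted p = 1 from limma). WT replicate 2 had the lowest value, 6.76, and without it the difference was 1.38-fold and no longer past the study threshold. Among 17 genes of fatty acid synthesis and SREBP1 targets, Srebf1 and Scd1 were past the study threshold and 14 had higher means in transgenic mice. Log2 fold changes were 0.45 for fatty acid synthase Fasn, 0.54 for Elovl6 and 0.52 for Fads1, none past the threshold. The median of the list was 0.19 (adjusted p = 0.00025 from camera with the preset correlation, adjusted p = 0.758 with an estimated correlation). Without WT replicate 2 this median was -0.06 (adjusted p = 0.445 from camera), and without transgenic replicate 1 it was 0.09 (adjusted p = 0.0539 from camera). The list's mean was lowest in WT replicate 2, at 7.79, and so was that of adipocyte markers, at 7.23 against 7.48 to 7.96 in the other mice.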

Further studies will be needed to test the protein level of the SREBF1 and find the mechanism between the DGAT1 and SREBF1.

Stearoyl-coenzyme A desaturase (SCD) was a key enzyme that catalyzed the conversion of saturated fatty acids to unsaturated fatty acids, which can regulate the percentage of saturated fatty acids and unsaturated fatty acids in cells. It had 4 subtypes (SCD1, SCD2, SCD3, and SCD4) in the mouse. SCD2 affected the body's energy metabolism by regulating the synthesis of fatty acid and glycolysis through the PPAR signaling pathway. PPAR, as a key factor of lipid synthesis, increased the expression of adiponectin and TAG related genes to regulate glucose utilization and insulin sensitivity [37]. In our study, the expression of SCD 2 was upregulated by 1.7-fold in transgenic mice. 

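Scd2 was measured by a probe set that also lists the microRNA Mir5114, so its signal is not assigned to Scd2 alone. This probe set was 1.75-fold higher, from 9.93 ± 0.09 (SD, n = 3) in WT to 10.7 ± 0.03 (SD, n = 3) in transgenic mice (log2 fold change 0.80, standard error 0.13, adjusted p = 1 from limma). It remained past the study threshold without each of the 6 mice in turn. Scd1 had values of 11.7, 11.3 and 11.7 in transgenic mice and of 9.90, 9.97 and 11.4 in WT mice, a 2.22-fold difference (log2 fold change 1.15, standard error 0.41, adjusted p = 1 from limma). It was past the study threshold by limma, but not by the methods' t-test. WT replicate 3 overlapped the range of the transgenic mice. Without it the difference was 3.14-fold and with arrayWeights 1.33-fold, and without transgenic replicates 1 or 3 or WT replicates 1 or 2 Scd1 was no longer past the threshold.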

SCD1 also increased more than 2-fold, but it was not significant. This change demonstrated that DGAT1 facilitate the formation of fat and energy metabolism by regulating the genes in the PPAR signaling pathway.

### 3.10. The Differentially Expressed Genes Associated with the Lipid Oxidation

Dual specificity phosphatase 1 (DUSP1) was the member of the MKP phosphatase family. It regulated the MAPK signaling pathway by the dephosphorylation. DUSP1-deficient mice increased energy output to avoid the obesity caused by the high fat diet [38, 39]. DUSP1 can directly inhibit PGC-1 alpha by the p38-MAPK pathway. Furthermore, DUSP1 changed the muscle fiber type by PGC-1 alpha, thus affecting the composition of muscle fiber [40]. DUSP1 can also affect the metabolism of fatty acids. Knocking out DUSP1 can enhance the oxidation of fatty acids and control the body's energy output [41]. In our data, the expression of DUSP1 increased 1.7-fold in transgenic mice, indicating the overexpression of DGAT1 can upregulate DUSP1. 

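Dusp1 had log2 values of 10.2 ± 0.28 (SD, n = 3) in transgenic and 9.43 ± 0.24 (SD, n = 3) in WT mice, a 1.70-fold difference (log2 fold change 0.77, standard error 0.20, adjusted p = 1 from limma) past the study threshold. Among 10 measured MAP kinase phosphatases it was the 1 past the threshold, and the list had a median log2 fold change of 0.01 (adjusted p = 0.756 from camera). Dusp1 also belongs to the immediate early genes, which growth factors or stress induce within minutes. Of 27 such genes, Dusp1 and Nr4a1 (1.72-fold) were past the study threshold and 25 had higher means in transgenic mice. The list's median was 0.40 (adjusted p = 6.6e-12 from camera with the preset correlation, adjusted p = 0.758 with an estimated correlation). Its mean per array was 7.88, 7.30 and 8.35 in transgenic replicates 1, 2 and 3 and 7.32 to 7.53 in WT mice, so transgenic replicate 2 was no higher than the WT mice. Egr1 followed the same order, at 7.87, 6.36 and 8.55, with 6.17 to 6.54 in WT mice.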

And it can promote the dephosphorylation of the p38-MAPK and inhibit the synthesis of mitochondria. In particular, the upregulation of DUSP1 can enhance the expansion of type I muscle fiber by PGC-1*α*. 

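Of 13 genes of type I fibers, 10 had lower means in transgenic mice and 0 were past the study threshold. Log2 fold changes were -0.33 for the slow myosin heavy chain Myh7, -0.39 for the myosin light chain Myl3 and -0.36 for calsequestrin Casq2, and 0.03 for slow troponin T (Tnnt1). The list had a median of -0.25 (adjusted p = 0.00581 from camera with the preset correlation, adjusted p = 0.758 with an estimated correlation). WT replicate 2 had the highest list mean, 8.88, compared with 8.30 to 8.56 in the other mice, and the adjusted p was 0.782 without it and 0.156 without transgenic replicate 2. Genes of fast fibers had a median of -0.06, with 0 of 14 past the threshold (adjusted p = 0.227 from camera, adjusted p = 0.898 with an estimated correlation). With arrayWeights the fast fiber list was called, at -0.15 (adjusted p = 0.039), and the slow fiber list was not, at -0.08 (adjusted p = 0.998). Ppargc1a, which encodes PGC-1α, had values of 9.05 ± 0.04 (SD, n = 3) in transgenic and 9.08 ± 0.29 (SD, n = 3) in WT mice. Of 25 genes of mitochondrial biogenesis and the respiratory chain 0 were past the threshold and 22 had lower means, with a median of -0.08 (adjusted p = 0.0258 from camera with the preset correlation, adjusted p = 0.758 with an estimated correlation), and was not called without any 1 of 4 of the mice. Slc2a4, which encodes GLUT4, had a log2 fold change of -0.01 (standard error 0.17, adjusted p = 1 from limma).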

As we know, the type I muscle fiber had a higher content of TAG and glucose transporter 4 (GLUT4). So, the overexpression of DGAT1 regulated the synthesis of TAG and energy metabolism by the MAPK signaling pathway and PGC-1*α*. Therefore, we think that DGAT1 controlled the deposition of fat by the DUSP1.

Uncoupling protein 3 (UCP3) belonged to the mitochondrial carrier protein family and was mainly expressed in skeletal muscle and brown adipose tissue. UCP3 was mainly involved in the uncoupling effect of mitochondrial respiratory chain and played an important role in the maintenance of mitochondrial activity, the adaptability of the body thermogenesis, and the fatty acid oxidation [42, 43]. The overexpression of UCP3 increased the feed intake and reduced blood glucose and insulin levels in mice [44]. Accumulating the more fatty acids in the liver cells induced UCP3 expression. UCP3 activated fatty acid metabolism genes, changed the permeability of the mitochondrial inner membrane, and reduced the damage of liver cell. In the study, UCP3 decreased more than 2.0-fold. This result showed that the energy output of DGAT1 transgenic mice was relatively low, and the fat deposition was faster. This was consistent with the bigger body size of DGAT1 transgenic mice as discovered previously, comparing with the WT mice. 

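Ucp3 had log2 values of 8.52, 8.14 and 9.25 in transgenic mice, a mean of 8.64 ± 0.56 (SD, n = 3), and of 9.78 ± 0.09 (SD, n = 3) in WT mice. Its level was 0.455 of that in WT mice (log2 fold change -1.14, standard error 0.28, adjusted p = 1 from limma), past the study threshold. Of 21 genes of fatty acid uptake and mitochondrial oxidation 0 were past it, with a median log2 fold change of -0.09 (adjusted p = 0.157 from camera, adjusted p = 0.898 with an estimated correlation). The list was called without transgenic replicate 3 and without WT replicate 3, at -0.13 in both cases (adjusted p = 0.00243 and adjusted p = 0.00137 from camera). In transgenic mice 14 of them had lower and 7 higher means, and Eci2 (-0.33) and Slc27a1 (-0.26) had the smallest p. Other examples are the carnitine palmitoyltransferase Cpt2, at -0.02, the acyl-CoA dehydrogenase Acadm, at 0.11, and the fatty acid transporter Cd36, at -0.17. Mlycd, which encodes malonyl-CoA decarboxylase and is in the list of PPAR targets instead, had -0.55 and was not past the fold minimum.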

So the DGAT1 can increase the level of insulin in the blood and the body weight and fat by the UCP3.

Zinc finger and BTB domain containing (ZBTB) 16 was a transcriptional inhibitor, belonging to the proteins' superfamily. The expression levels of ZBTB16 in brown adipose tissue and skeletal muscle were 15.3 and 2.1 times higher in cold-stimulated mice, respectively. The overexpression of ZBTB16 increased the number of mitochondria and the glucose consumption and reduced the content of the TAG in the cell. 

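Zbtb16 had log2 values of 9.63 ± 0.26 (SD, n = 3) in transgenic and 10.3 ± 0.17 (SD, n = 3) in WT mice, 0.635 of the WT level (log2 fold change -0.66, standard error 0.19, adjusted p = 1 from limma). It was past the study threshold, except without transgenic replicate 1 or without WT replicate 1. Zbtb16 is also a gene that glucocorticoids induce in muscle. Of 27 such genes, Zbtb16, Fkbp5, Glul and Pdk4 were past the study threshold, all of them lower, and 21 had lower means in transgenic mice. Klf15, a transcription factor gene, had a log2 fold change of -0.58, Sesn1 of -0.57, the insulin signaling gene Pik3r1 of -0.55 and the ubiquitin ligase gene Fbxo32 of -0.48. The 4 genes past the threshold are also in the list from which the study drew its RT-PCR genes, so they are not independent of it. The list's median was -0.30 (adjusted p = 5.08e-07 from camera with the preset correlation, adjusted p = 0.758 with an estimated correlation). Its mean per array was 8.44, 8.18 and 8.70 in transgenic replicates 1, 2 and 3 and 8.83, 8.497 and 8.80 in WT replicates 1, 2 and 3, so the groups overlapped. The glucocorticoid receptor gene Nr3c1 had a log2 fold change of -0.04 (standard error 0.14).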

In our study, the mRNA level of ZBTB16 decreased 1.5-fold. It revealed that DGAT1 can reduce the oxidation of fatty acids and the energy output of the body by the ZBTB16, which were better for the deposition of intramuscular fat.

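Genes of triacylglycerol synthesis did not move as a group: of 16, 0 were past the study threshold, and the median log2 fold change was -0.02 (adjusted p = 0.968 from camera). Dgat2 had values of 9.02 ± 0.30 (SD, n = 3) in transgenic and 9.17 ± 0.08 (SD, n = 3) in WT mice. Lpin1, which encodes a phosphatidate phosphatase of this pathway, had a log2 fold change of -0.48 and Agpat2, an acyltransferase gene, of 0.38, both below the fold minimum. Of 17 genes of lipid droplets and lipolysis, Plin4 was the 1 past the threshold, and the list's median was -0.03 (adjusted p = 0.968 from camera). Plin1 had a log2 fold change of 0.62 and the lipase gene Pnpla2 of -0.03. Genes that fasting and FOXO factors induce in muscle had lower means in 18 of 21 cases, with a median of -0.13 (adjusted p = 0.0026 from camera with the preset correlation, adjusted p = 0.758 with an estimated correlation), and were not called without transgenic replicate 2 or WT replicate 1. Fbxo32, Trim63, Foxo1, Foxo3, Sesn1 and Mstn are also in the list of glucocorticoid responsive genes, so these lists are not independent. From the lower Pdk4 mRNA the paper proposes that the pyruvate dehydrogenase complex is released from inhibition. From the lower Ucp3 and Zbtb16 mRNA it concludes that energy output and fatty acid oxidation are reduced, and from the higher Srebf1 mRNA that DGAT1 can induce this factor.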

Taken together, glucose and lipid metabolism was regulated and the reaction of the TAG synthesis was catalyzed by the overexpression of DGAT1. Afterwards, the TAG synthesis was sufficient to improve muscle insulin sensitivity and increase the content of IMF. As a result, the upregulation of DGAT1 led to insulin sensitivity and IMF improvement.

## 4. Conclusion

In our study, we used the microarray to detect the differential gene expression in the three-month DGAT1 transgenic mice and WT mice. Furthermore, we found 7 differentially expressed genes involved in glucose metabolism, lipogenesis, and lipid oxidation, which were found to be connected with IMF content. As the previous evidences show, SREBF1, UCP3, and SCD2 participated in the DGAT1 regulation, which was consistent with our results. Moreover, there were no reports about the regulation of DUSP1, PPP1R3C, PDK4, and ZBTB16 by DGAT1 until now. So these genes identified in our study merit further investigation to understand the signal pathway of the DGAT1 regulating the synthesis of TAG and the formation of IMF. Thus, we inferred that DGAT1 regulates the synthesis of TAG and the formation of IMF by possibly affecting the insulin signaling pathway, the MAPK signaling pathway, the biosynthesis of unsaturated fatty acids, and so on. This research may open a possible means to inhibit insulin resistance and treat type 2 diabetes.

## Supplementary Material

**Fig** **S** **1** Identified by polymerase chain reaction(PCR)-based genotyping F1 generation of TG mice. M maker DL2000 1,2,5 transgenic mice, 3,4,6 WT mice, N negative control.
**Fig** **S** **2** The result of RNA gel electrophoresis. C1,C2,C3 WT mice, C4,C5,C6 transgenic mice.
**Fig** **S** **3** The result of chip signal value distribution. The X-axis represents the signal of the probe, the Y-axis represents the number of probe. The different color is the different sample(red, deep blue and light blue are transgenic mice; green, purple, orange are WT mice). 1-28-1, 1-28-5 and 1601-1-1 are the transgenic mice; 3YCY1, 3YCY2, 3YCY3 are the wild-type mice.
**Fig** **S** **4** The result of principal component analysis. The different color of the ball is the different sample (red, deep blue and light blue are transgenic mice; green, purple, orange are WT mice). The purple cycle is transgenic group and the yellow cycle is WT group. 1-28-1, 1-28-5 and 1601-1-1 are the transgenic mice; 3YCY1, 3YCY2, 3YCY3 are the wild-type mice.
**Fig** **S** **5** Hierarchical cluster result of differential expressed genes. The X-axis represents the probe, the Y-axis represents the sample(red, orange, deep blue are transgenic mice and yellow, green, light blue are WT mice). The different of the color means the distance of the cluster. 1-28-1, 1-28-5 and 1601-1-1 are the transgenic mice; 3YCY1, 3YCY2, 3YCY3 are the wild-type mice.
Table S1 43 up-regulated and 28 down-regulated genes in the microarray analysis.

## Figures and Tables

**Figure 1:**
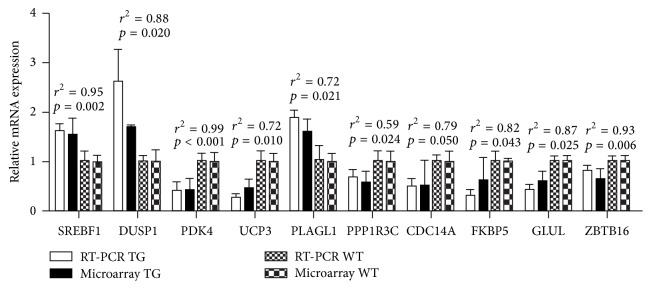
The verification result of microarray by QRT-PCR. The *x*-axis represents the genes; the *y*-axis represents the relative mRNA expression.

**Figure 2:**
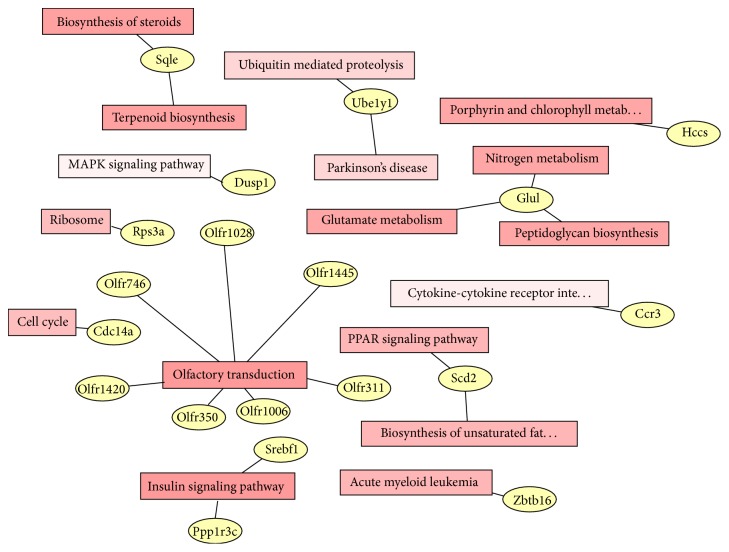
Pathway network of differentially expressed genes. The yellow elliptical box means the differentially expressed genes and the quadrate box means the signal pathway.

**Figure 3:**
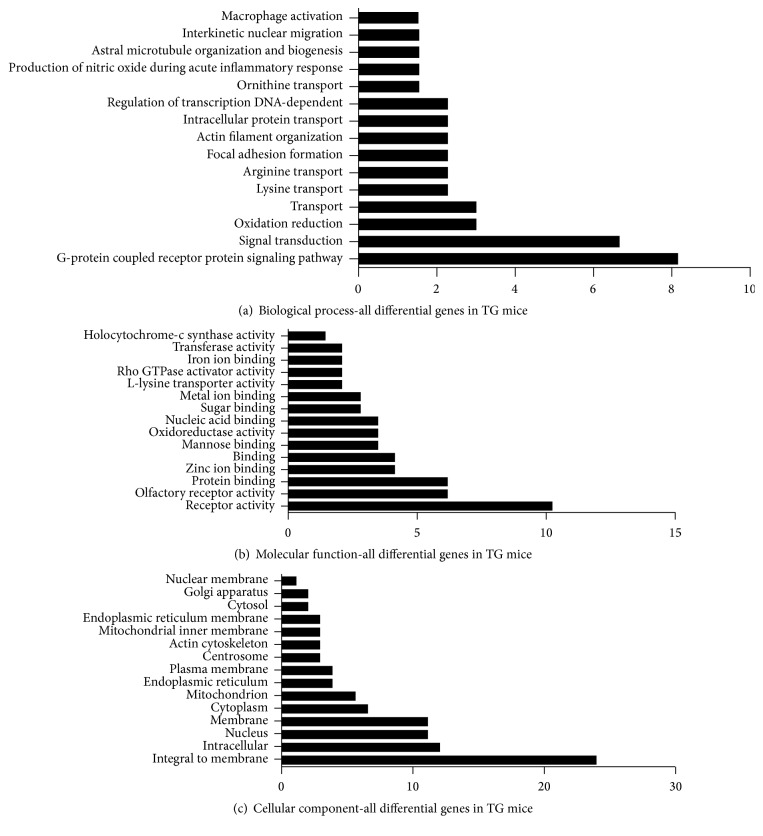
Gene ontology analysis of all differentially expressed genes.

**Figure 4:**
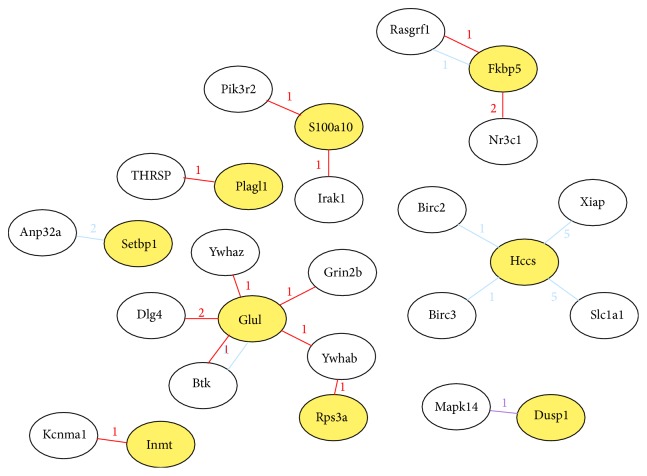
Network of protein interaction. Red line represents InAct database, blue line represents MINT database, and purple line represents DIP database. The number on the line means the subtype of the protein.

**Table 1:** Primer information of differentially expressed genes used for real-time PCR.

Gene name	Primer sequences (5′-3′)	Tm (°C)	Product size
SREBF1	CAGAACTGGGACCTTGGGAC CCCAGCTCCTCTGTCTTTGG	60	162
UCP3	CTGCACCGCCAGATGAGTTT ATCATGGCTTGAAATCGGACC	60	191
DUSP1	AGTGCCTATCACGCTTCTCG GGAGCTGATGTCTGCCTTGT	58	153
FKBP5	CTGCACCGCCAGATGAGTTT AAAGAAAAGCTGACGCAGGC	60	140
ZBTB16	CTGGGACTTTGTGCGATGTG CGGTGGAAGAGGATCTCAAACA	60	106
PDK4	AGGGAGGTCGAGCTGTTCTC GGAGTGTTCACTAAGCGGTCA	60	185
GLUL	CAACGACTTTTCTGCCGGTG TATTGGAAGGGTTCGTCGCC	59	186
PLAGL1	CACCTCACTCGTCACACCAA TGAAGGCGCAATGAGTTGGA	60	102
CDC14A	GATAACATCGTGCGGAGATTCC CATAACAGGCTATCAATGTCCCG	60	109
PPP1R3C	TGCAATGGAAACCTGACGGA AAGTTCTCCACTCTCCCCCA	60	163
*β*-Actin	AGGCCCAGAGCAAGAGAGGTA GGGGTGTTGAAGGTCTCAAACA	60	220

**Table 2:** The pathway information of some differentially expressed genes.

Pathway	Gene symbol	Gene title
Olfactory transduction	Olfr1445 Olfr350 Olfr746 Olfr311 Olfr1028 Olfr1420 Olfr1006	Olfactory receptor 1445 Olfactory receptor 350 Olfactory receptor 746 Olfactory receptor 311 Olfactory receptor 1028 Olfactory receptor 1420 Olfactory receptor 1006

Insulin signaling pathway	Srebf1	Sterol regulatory element binding transcription factor 1
	Ppp1r3c	Protein phosphatase 1, regulatory (inhibitor) subunit

Peptidoglycan biosynthesis	Glul	Glutamate-ammonia ligase

Terpenoid biosynthesis	Sqle	Squalene epoxidase

Nitrogen metabolism	Glul	Glutamate-ammonia ligase

Biosynthesis of steroids	Sqle	Squalene epoxidase

Biosynthesis of unsaturated fatty acids	Scd2	Stearoyl-coenzyme A desaturase 2

Glutamate metabolism	Glul	Glutamate-ammonia ligase

Porphyrin and chlorophyll metabolism	Hccs	Holocytochrome-c synthetase

Acute myeloid leukemia	Zbtb16	Zinc finger and BTB domain containing 16

PPAR signaling pathway	Scd2	Stearoyl-coenzyme A desaturase 2

Ribosome	Rps3a	Ribosomal protein S3A

Cell cycle	Cdc14a	CDC14 cell division cycle 14A

Ubiquitin mediated proteolysis	Ube1y1	Ubiquitin-activating enzyme E1, Chr Y 1

Parkinson's disease	Ube1y1	Ubiquitin-activating enzyme E1, Chr Y 1

Cytokine-cytokine receptor interaction	Ccr3	Chemokine (C-C motif) receptor 3

MAPK signaling pathway	Dusp1	Dual specificity phosphatase 1

# Supplementary material for: Analysis of Differentially Expressed Genes in Gastrocnemius Muscle between DGAT1 Transgenic Mice and Wild-Type Mice
**Source:** Biomed Res Int. 2017 Mar 13;2017:5404682. doi: 10.1155/2017/5404682
**Supplement:** Supplementary file 1 — Fig S 1 Identified by polymerase chain reaction(PCR)-based genotyping F1 generation of TG mice. M maker DL2000 1,2,5 transgenic mice, 3,4,6 WT mice, N negative control. Fig S 2 The result of RNA gel electrophoresis. C1,C2,C3 WT mice, C4,C5,C6 transgenic mice. Fig S 3 The result of chip signal value distribution. The X-axis represents the signal of the probe, the Y-axis represents the number of probe. The different color is the different sample(red, deep blue and light blue are transgenic mice; green, purple, orange are WT mice). 1-28-1, 1-28-5 and 1601-1-1 are the transgenic mice; 3YCY1, 3YCY2, 3YCY3 are the wild-type mice. Fig S 4 The result of principal component analysis. The different color of the ball is the different sample (red, deep blue and light blue are transgenic mice; green, purple, orange are WT mice). The purple cycle is transgenic group and the yellow cycle is WT group. 1-28-1, 1-28-5 and 1601-1-1 are the transgenic mice; 3YCY1, 3YCY2, 3YCY3 are the wild-type mice. Fig S 5 Hierarchical cluster result of differential expressed genes. The X-axis represents the probe, the Y-axis represents the sample(red, orange, deep blue are transgenic mice and yellow, green, light blue are WT mice). The different of the color means the distance of the cluster. 1-28-1, 1-28-5 and 1601-1-1 are the transgenic mice; 3YCY1, 3YCY2, 3YCY3 are the wild-type mice. Table S1 43 up-regulated and 28 down-regulated genes in the microarray analysis.

**
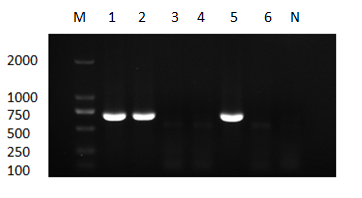
**

**Fig S1** Identified by polymerase chain reaction(PCR)-based genotyping F1 generation of TG mice. M maker DL2000 1,2,5 transgenic mice, 3,4,6 WT mice, N negative control.

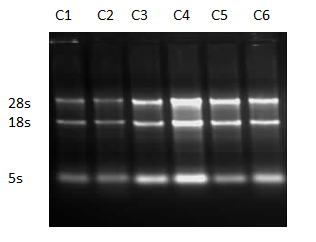

**Fig S2** The result of RNA gel electrophoresis. C1,C2,C3 WT mice, C4,C5,C6 transgenic mice.

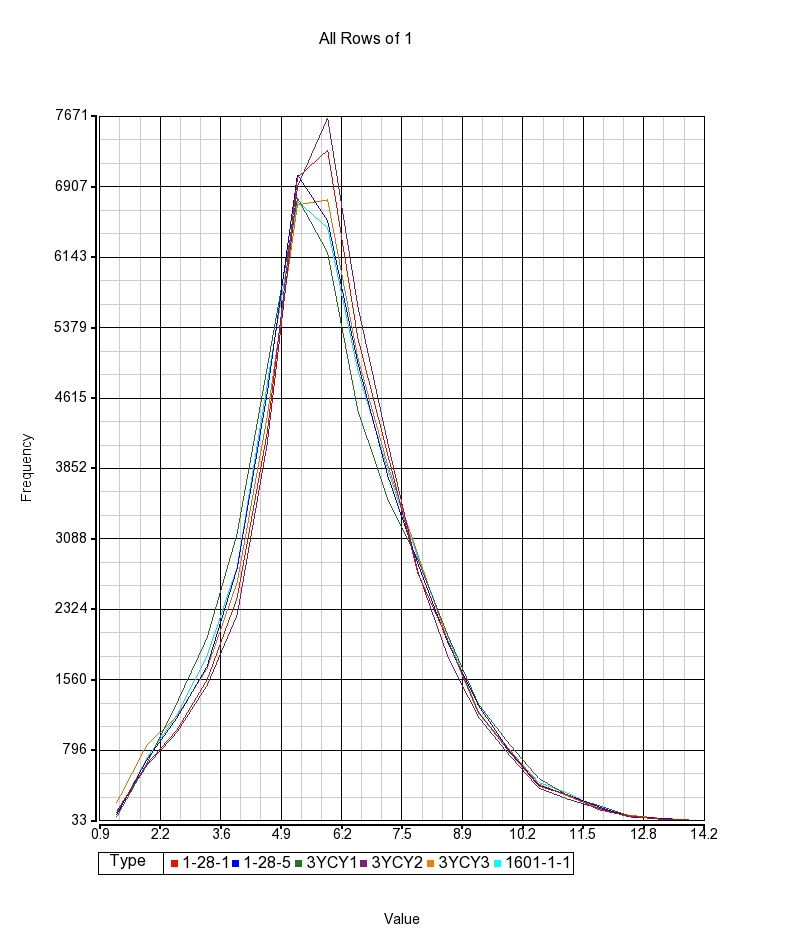

**Fig S3** The result of chip signal value distribution. The X-axis represents the signal of the probe, the Y-axis represents the number of probe. The different color is the different sample(red, deep blue and light blue are transgenic mice; green, purple, orange are WT mice). 1-28-1, 1-28-5 and 1601-1-1 are the transgenic mice; 3YCY1, 3YCY2, 3YCY3 are the wild-type mice.

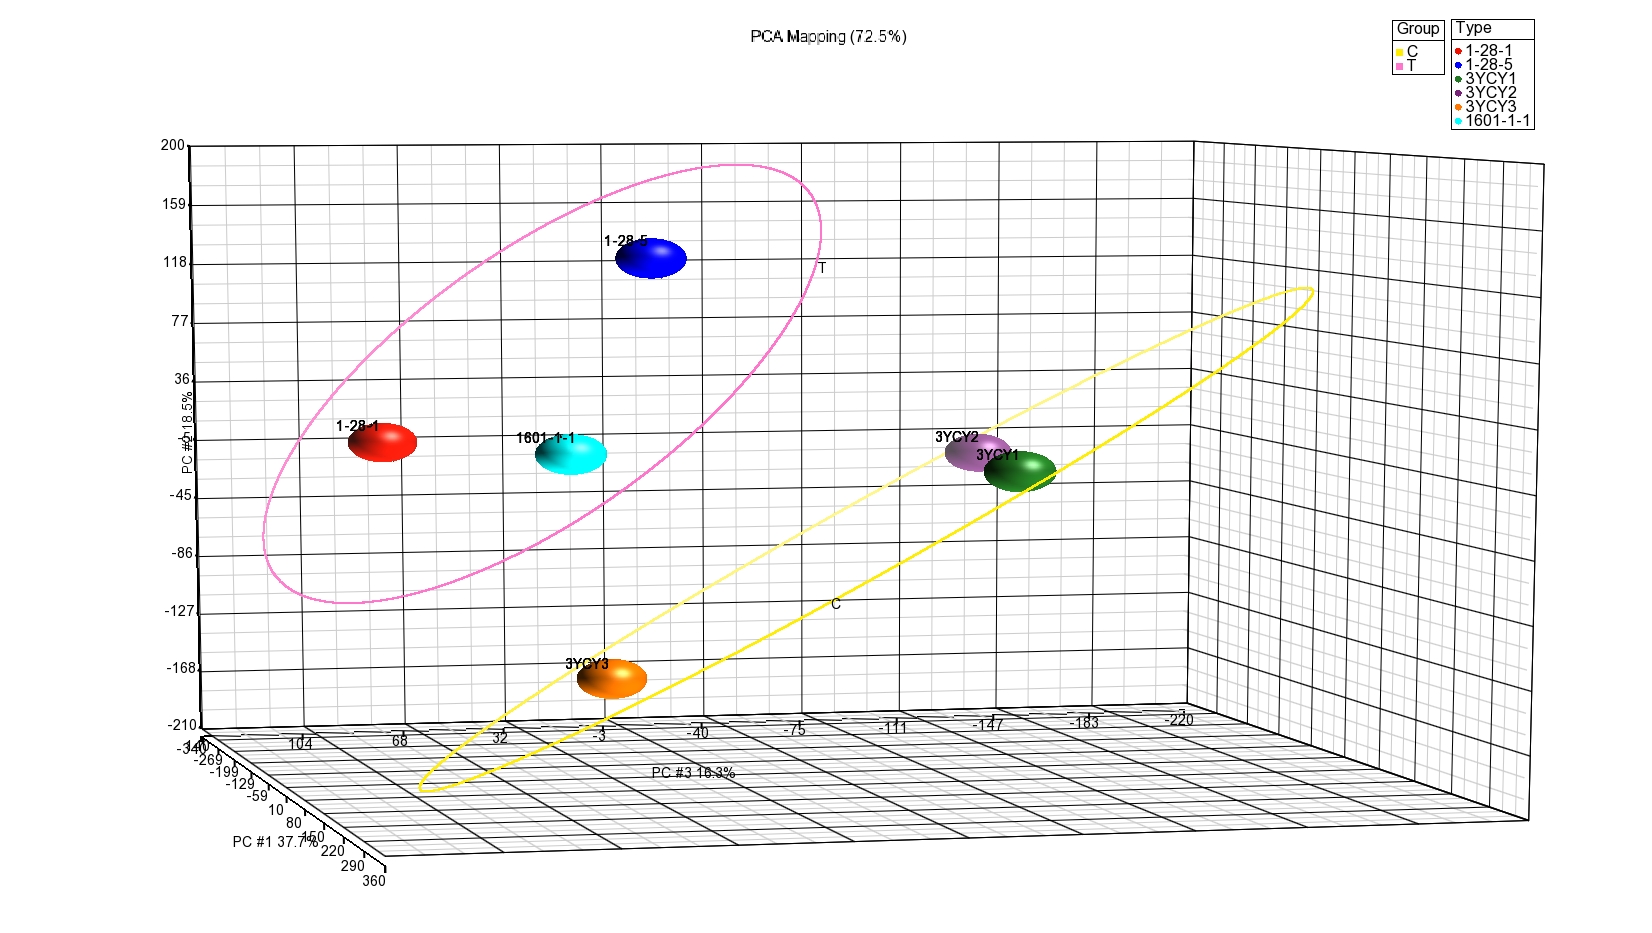

**Fig S4** The result of principal component analysis. The different color of the ball is the different sample (red, deep blue and light blue are transgenic mice; green, purple, orange are WT mice). The purple cycle is transgenic group and the yellow cycle is WT group. 1-28-1, 1-28-5 and 1601-1-1 are the transgenic mice; 3YCY1, 3YCY2, 3YCY3 are the wild-type mice.

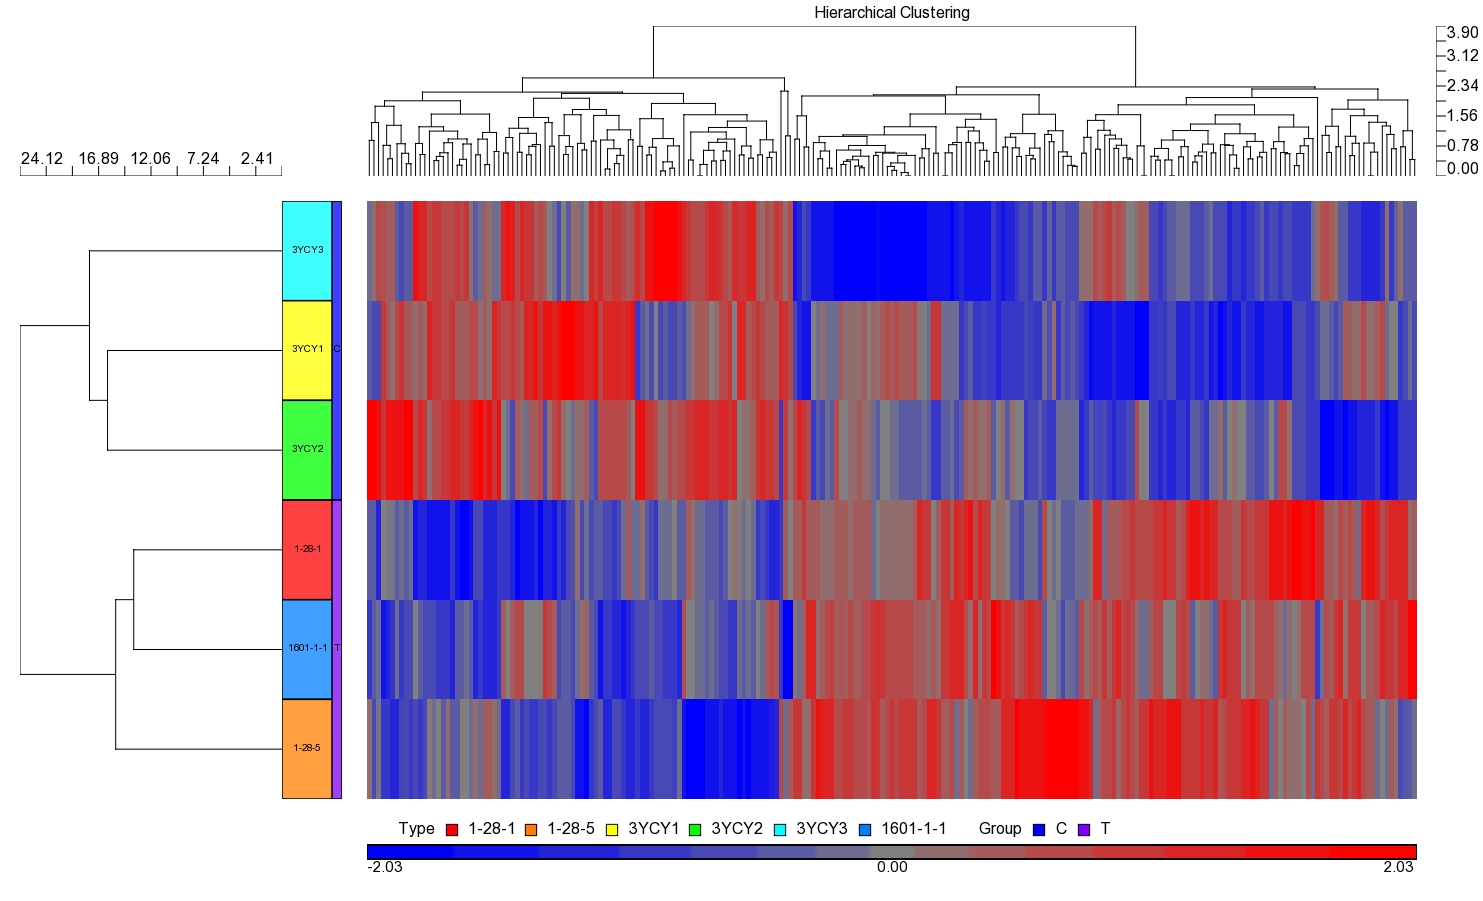

**Fig S5** Hierarchical cluster result of differential expressed genes. The X-axis represents the probe, the Y-axis represents the sample(red, orange, deep blue are transgenic mice and yellow, green, light blue are WT mice). The different of the color means the distance of the cluster. 1-28-1, 1-28-5 and 1601-1-1 are the transgenic mice; 3YCY1, 3YCY2, 3YCY3 are the wild-type mice.

Table S1 43 up-regulated and 28 down-regulated genes in the microarray analysis

How the deposited data were processed for this re-analysis (not part of the article)

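Gastrocnemius RNA of 3 DGAT1 transgenic and 3 WT male mice, 3 months old, was measured on 6 Affymetrix Mouse Gene 2.0 ST arrays, 1 per mouse. The deposited values are log2 expression values that the authors normalized between arrays. RMA is named in the submitters' notes, and the paper's methods name GCOS and GeneSpring for acquisition, normalization and filtering. The values were used as deposited, for all 41345 probe sets and all 6 arrays. The samples were grouped by the genotype of their titles. Where the paper describes overexpression, the sample labels describe a knockout. Mouse Dgat1 mRNA was not lost in the transgenic mice, and the level of the porcine transgene was not measured. RT-PCR data were not analysed here.

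Probe sets were named from the platform's gene symbols, updated through the gene identifiers of the mouse reference. Those with 1 symbol cover 22180 genes. Gene order for runs of neighboring genes came from the same reference. Transgenic mice were compared with WT mice with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, prior degrees of freedom 2.98), and p-values were adjusted by the Benjamini-Hochberg method over all probe sets. A probe set past the study threshold had an unadjusted p under 0.05 and a fold change of at least 1.5. Lists of genes were tested with camera at an inter-gene correlation of 0.01 on the brightest probe set of each gene with 1 symbol, adjusted over 28 lists. Camera with an estimated correlation and fry were alternatives. Principal components, hierarchical clustering, Fisher's exact tests and exact permutation tests were computed in R, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

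The 28 gene lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined, but after the paper and Table S1 had been read. Named are the genes that the paper names, Dgat1 and Dgat2, the 10 largest rises and the 10 largest falls past the study threshold in which all transgenic mice lay on one side of all WT mice, and up to 4 members of each list by their p. Receptor genes of the nose, predicted genes and small RNAs were left out of the largest changes. Other genes named beside these, among them members of the lists, of Table S1 and liver genes, were chosen after their values were seen. Alternatives were the methods' t-test, Welch's test, a variance trend with robust eBayes, arrayWeights, quantile normalization, median centring, leaving out probe sets below the median level, using probe sets with 1 symbol, a replicate block, leaving out each array, and other fold minimums. The means of a list of liver transcripts as a covariate were added after the data had been examined. The procedure was tested on simulated data with normal noise, independent between probe sets, at the mean levels and moderated within-group spreads of these arrays. Correlation between probe sets was not simulated. Of 200 probe sets given a 4-fold change, 93.5% passed the adjusted threshold, at 14 false calls, and 99% passed the study threshold, at 881 false calls. The number of arrays limits the precision.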

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

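Of the tests in this part, the one of the first block of probe sets was chosen after its calls had been seen. The other splits of the arrays had been planned.

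The paper does not discuss 4 groups of genes that camera called higher in transgenic mice with the preset correlation, and none of them was called with an estimated correlation. Immediate early genes had a median log2 fold change of 0.403, with the highest list means in transgenic replicates 3 and 1. Markers of macrophages, dendritic cells and eosinophils had a median of 0.338 (adjusted p = 8.69e-15, adjusted p = 0.677 with an estimated correlation). The list's mean was 7.34 in transgenic replicate 3, in which Il1b and Ccl2 were high alone, 7.07 and 6.88 in transgenic replicates 1 and 2, and 6.58 to 6.79 in WT mice. Of 21 measured, 19 had higher means and 4 were past the study threshold, Cd209d, Ms4a4c, Cd68 and the eosinophil gene Ccr3 (3 when adjusted over the list alone). Of these, the study lists Cd209d, Ms4a4c and Ccr3 in Table S1, so they are not independent of it. Csf1r (log2 fold change 0.35) and Lyz2 (0.47) were not past the threshold, and Mrc1 (0.23) and Cd163 (0.05) were not either. Adipocyte markers had a median of 0.194 (adjusted p = 0.00222, adjusted p = 0.758 with an estimated correlation), with 13 of 13 higher and 0 past the study threshold. Examples are Plin1 (0.62), Retn (0.48) and Adipoq (0.07). Without transgenic replicate 1, transgenic replicate 3 or WT replicate 2, adipocyte markers were no longer called (adjusted p of 0.0539, 0.0535 and 0.352). Fibroblast and tendon markers had a median of 0.055 (adjusted p = 0.0154, adjusted p = 0.765 with an estimated correlation), with 12 of 16 higher and Col1a2 past the threshold. Col1a2 was not past it by the methods' t-test or without WT replicate 3, and its other probe set was 0.995-fold. The list was not called without transgenic replicate 1, with a median of 0 (adjusted p = 0.314), or without WT replicate 2, where the median turned to -0.096 (adjusted p = 0.782).

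The first 4916 probe sets of the array, 11.9% of all, carry no gene symbol and are not discussed in the paper, yet 301 of them were past the study threshold, 48.7% of the calls. They varied more between mice of a group, with a median residual standard deviation of 0.466 against 0.207 for probe sets with 1 gene. A candidate explanation is that this wide spread brings them past the fold minimum, so that the first block should pass an unadjusted p under 0.05 no more than 1.5 times as often as named probe sets. This was written after the block had been seen, without naming a test. By limma, the test used throughout, it passed 4.31 times as often, which goes against the explanation as written. By the methods' t-test it passed 1.18 times as often, which goes with it. That both tests should count was decided after the 2 ratios had been seen. Since limma pulls the variance of each probe set toward a common one, which can favor those of wide spread, whether its spread is the cause stays open. In the 9 other splits of the arrays its share of the calls was 14.4% to 60.9%, with a median of 46.2%, so that the large share is not particular to the genotype.

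Of the 10 splits of the 6 arrays into 3 and 3, 7 gave as many calls at the study threshold as the real one, itself included. The real split gave 618 and the highest other 2771, and 10 splits are too few for a share under 0.05. The splits with 2771 calls (transgenic replicate 1 with WT replicates 1 and 3) and 2672 calls (transgenic replicates 1 and 3 with WT replicate 1) exceed the real count several times, which points to a structure of the samples beside the genotype. The split with 2672 calls parts the arrays with high means of a list of liver transcripts (7.57, 8.56 and 8.60) from the others (4.90 to 6.29). The split with 2771 calls does not part them so.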

How the results depend on the processing

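No setting gave a probe set past the adjusted threshold. The medians of the 10 called lists kept their sign with quantile normalization and median centring. Oxidative phosphorylation was not called with quantile normalization (adjusted p = 0.0534) or with the mean of the probe sets of a gene (adjusted p = 0.0648). The medians of lipogenesis, adipocyte and fibroblast genes turned with arrayWeights. The calls at the study threshold were 281 (169 higher, 112 lower) by the methods' t-test and 194 (114, 80) by Welch's test, which called 43 Table S1 genes, 6 RT-PCR genes (not Glul, Pdk4, Srebf1 and Ucp3) and 2 genes of the distal X run (smallest log2 fold change 0.741). With arrayWeights the calls were 2610 (1690, 920), 6 lists were called, and the distal X run had 0.565. Without probe sets below the median level, fewer probe sets were tested: there were 146 calls (80, 66), 32 Table S1 genes, a lowest array correlation of 0.894, 83.9% of variance on 3 components, and 0 of 137 receptor genes of the nose past the threshold, an odds ratio of 0 whose interval, 0 to 6.52, holds the 4.18 of all probe sets, so that no change is shown. With probe sets of 1 gene symbol alone the calls were 174 (112, 62), the lowest correlation 0.962 and the variance 77.8%. With replicate numbers as a block, 921 calls were made, 575 of them higher. Same-numbered arrays had residual correlations of 0.331, 0.396 and -0.166, and those of numbers 1 and 2, but not 3, were each other's best match, so whether the numbers pair mice is open. There were 1197 calls without a fold minimum and 138 at 2-fold. Both camera with an estimated correlation and fry called 0 lists. With unit variance 3 components held 72.5%.

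Leaving out 1 array gave 732 to 1335 calls (416 to 994 higher, 288 to 511 lower), with 1106 without WT replicate 1 and 1335 without WT replicate 2. It gave 5 to 12 called lists, 4 to 8 splits with as many calls, a distal X value of 0.529 to 0.853, lowest correlations of 0.942 to 0.960, 82.4% to 85.2% of variance, and a log2 fold change of -0.051 to 0.300 for Dgat1, which turned without WT replicate 2. Fewer arrays were fitted, and the cause was not otherwise tested. The liver transcript covariate, chosen after the data had been examined, gave 829 calls and 66 Table S1 genes. With it, camera with the preset correlation called fatty acid oxidation (-0.12, adjusted p = 0.0181) and PPAR targets (-0.14, adjusted p = 0.0127). Without it, the adjusted p from the same test was 0.157 and 0.129, and 0.898 for both lists with an estimated correlation. No named gene that was past the study threshold in the compared settings changed direction. In named genes past it in neither setting, 36 changes of sign were not counted. Signals near background limit the receptor genes of the nose and the unnamed probe sets.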

Differences from the paper's values

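For differentially expressed transcripts, limma's test gave 618 at the paper's thresholds, where the paper's value is 281. It gave 355 higher, where the paper's value is 169, and 263 lower, where the paper's value is 112. Of the alternatives fixed before the data were examined, the methods' t-test gave 281, 169 and 112, the paper's values. Welch's test gave 194, 114 and 80, within 1.5 times of them. Each of the other alternatives gave counts more than 1.5 times larger or smaller.

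Of the transcripts with an annotation, 147 probe sets with a gene symbol were past the study threshold, where the paper's value is 71 by its RefSeq search. Of these 92 were higher, where the paper's value is 43, and 55 lower, where the paper's value is 28. The methods' t-test gave 70, 42 and 28. Leaving out probe sets below the median level gave 68, 38 and 30. The other alternatives differed more than 1.5 times. Where a Table S1 gene has several probe sets, the one nearest to the listed fold change was compared. With limma on all 6 arrays, no fold change of 8 genes of the paper's text and of 68 genes of Table S1 differed by more than 1.5 times. For Scd1, where the paper's value is more than 2-fold, it was 2.22, but 3.14 without WT replicate 3 and 1.33 with arrayWeights.

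The paper states that Scd1 was not significantly changed. It was past the study threshold by limma, at 2.22-fold, and by the methods' t-test it was not. Also, the paper describes the first 3 principal components as telling the groups apart. With unit variance, the scaling whose shares Fig. S4 prints, they lay apart on component 2 and overlapped on components 1 and 3 (exact permutation test of the distance on all 3, p = 0.3). Centred by gene, they lay apart on component 3 and overlapped on components 1 and 2 (exact permutation test, p = 0.5). The paper states that higher DUSP1 can expand type I fibers. None of 13 slow fiber genes was past the threshold, and their median log2 fold change was -0.251 (adjusted p = 0.00581 from camera with the preset correlation, adjusted p = 0.758 with an estimated correlation). It was -0.127 without WT replicate 2, -0.145 without transgenic replicate 2 and -0.078 with arrayWeights, and not called in these settings.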

Other observations

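In this part, the tests of the liver transcripts and the shuffles of the gene order were chosen after the values had been seen.

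Several immune and stress genes were high in transgenic replicate 3 alone. Il1b, an inflammatory cytokine gene, was at 8.98 there and between 4.62 and 5.20 in the other 5 mice. The chemokine gene Ccl2 was at 9.32 (5.81 to 6.53 in the others), Il6 at 6.71 (3.37 to 4.12), the neutrophil gene S100a8 at 6.96 (3.62 to 4.47) and the heat shock gene Hspa1b at 10.5 (7.28 to 8.02). Of 21 genes of the interferon response, Ifi202b, also a gene that differs between mouse strains, was past the study threshold. The list's median log2 fold change was -0.02 (adjusted p = 0.756 from camera), with means that go the other way for the list as a whole (0.05). Without transgenic replicate 2 the list was called, with a median of 0.03 (adjusted p = 0.0432), and over all 6 arrays its adjusted p was 0.968 with an estimated correlation. The clock gene Nr1d1 was at 10.3 in transgenic replicate 1 and between 7.77 and 8.89 in the other mice.

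Of the lists not described so far, none was called and none had a member past the study threshold. B cell markers had a median log2 fold change of 0.06 (adjusted p = 0.234 from camera). Without probe sets below the median level, which leaves fewer of these markers, it was 0.42 (adjusted p = 0.0162 from camera). Those left include H2-Aa (0.31), H2-Ab1 (0.53) and Ighm (0.89), and the other probe sets of Ighm had -0.22 to 0.24. T cell markers had a median of 0.01 (adjusted p = 0.611), endothelial markers of 0.07 (adjusted p = 0.37, and 0.19 with adjusted p = 0.015 without transgenic replicate 2), Schwann cell markers of 0.06 (adjusted p = 0.0854) and red blood cell markers, with 2 of 11 measured, of -0.08 (adjusted p = 0.771). With an estimated correlation over all 6 arrays, the adjusted p was 0.758 for B cell and 0.901 for endothelial markers. Of the 8 lists of cell type markers, 7 had a median above 0, while the glucocorticoid responsive genes of muscle had one of -0.296. A lower share of muscle RNA would have raised all 8, and 3 or more below 0 would have spoken against it, so by this planned test it stays open. It would also lower other muscle genes alike. Their medians were -0.062 for fast fibers, -0.035 for glycolysis, -0.073 for glycogen metabolism and -0.082 for oxidative phosphorylation. These smaller falls argue against a lower share as the whole cause of the -0.296, though slow fiber genes had -0.251. Genes of ER stress had a median of 0.07 (adjusted p = 0.227, and 0.20 with adjusted p = 0.00098 without transgenic replicate 2, against adjusted p = 0.898 with an estimated correlation over all 6 arrays), of denervation of -0.01 (adjusted p = 0.938) and of the circadian clock of -0.05 (adjusted p = 0.771). The median absolute log2 fold change of the clock genes, 0.111, lay at the 68th percentile of random lists matched on level.

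Transcripts of liver proteins differed between the arrays by more than any list of muscle genes. Alb had log2 values of 10.9, 5.54 and 11.7 in transgenic replicates 1, 2 and 3 and of 11.5, 9.31 and 6.04 in WT replicates 1, 2 and 3. A first list of 21 such genes had means of 7.57, 5.12 and 8.56 in transgenic and of 8.60, 6.29 and 4.90 in WT mice, with 0 past the study threshold. These means had Pearson correlations of 0.679 with component 1 and -0.691 with component 2 of all probe sets over the 6 arrays. Alb, Fgg and other members of the list are among the genes that lead component 1, so the correlation with it is partly built in. The genotype of the mice as the cause is argued against by the overlap of the groups, with a range of 3.71 within the WT mice against a difference of 0.49 between the group means. A candidate explanation is liver RNA in some samples: a second list of 24 liver genes, not looked at when the pattern was seen, had a median Pearson correlation of 0.843 with Alb over the 6 arrays, where the highest of 2000 random lists had 0.473. The second list's mean had a Pearson correlation of 0.902 with Alb (exact permutation test, two-sided, p = 0.0194), a Spearman correlation of 0.943 (exact p = 0.0167), and a Pearson correlation of 0.958 over 4 arrays without the 2 farthest from the median. Where such RNA would have entered was not tested, 6 of the 24 genes were above the array median in every array, and 0 are in another list.

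Msl3, Arhgap6 and Hccs are neighbors on the distal X chromosome, apart from the dim Amelx, and were 1.69-, 1.68- and 1.67-fold higher in transgenic mice, all past the study threshold. Their neighbors Frmpd4 (log2 fold change -0.02), Amelx (0.09) and Mid1 (-0.04) were not. The run was chosen after Table S1, made from these arrays, had been read. It ranked 1 of 12814 runs of 3 neighboring brighter genes by the smallest log2 fold change, 0.741, and the next run had 0.542. Among all 21947 runs, dim genes included, it is no run, since Amelx lies within it, and 0 were as high. Of 1000 shuffles of the gene order, 0% gave a run as high, with a 95th percentile of 0.427. This argues against a chance placement of unrelated genes. Shuffles break the covariation of neighboring genes and keep the grouping of the mice, so they cannot exclude a chance difference between mice. The runs of Fgg, Fga and Fgb (0.527) and of Alb, Ppbp and Pf4 (0.443) also exceeded that percentile, though Alb and Fgg did not separate the groups. An extra copy or variant segment of the distal X in the transgenic mice may account for the run of Msl3, Arhgap6 and Hccs, but DNA was not measured, and shared regulation by the transgene was not tested. Without WT replicate 2, Arhgap6 had a log2 fold change of 0.529 and was no longer past the threshold.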
